A study of Mus musculus with 1753 samples. Its data were reported in "Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination" (2020).

How the data were processed

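Fibroblasts and mural cells (the smooth muscle cells and pericytes that wrap blood vessels) had been sorted from dissociated hindlimb muscle of adult male mice as single cells into multi-well plates. The sort took cells positive for PDGFRα or PDGFRβ by antibody, or for a fluorescent reporter of Pdgfra, Pdgfrb, Acta2 or Cspg4, and negative for the endothelial protein CD31. Libraries were made with Smart-seq2, which copies polyadenylated RNA into full-length cDNA, amplifies it by PCR and carries no molecular identifiers. Synthetic ERCC spike-in RNA was present in each well.

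The deposited values were raw read counts per gene and cell, which the authors had made as follows. Single 50-base reads were demultiplexed with bcl2fastq, adapters were trimmed with trim galore, and reads were mapped to the mouse genome GRCm38 with TopHat2. The methods say that doublets were removed with samtools at this step, which is read here as duplicate reads, and reads per gene were counted with featureCounts. The release of the gene annotation and the use of strand in the counting were not stated. The methods say that cells with 50000 or fewer counts, with 1500 or fewer genes, or with 10000 or more genes were dropped, the last as possible doublets. They also say that cells without Pdgfra and Pdgfrb and cells with endothelial or immune signatures were dropped, and that the remaining cells were clustered with pagoda2. Doublets were treated by the authors only, through gating in the sort and the upper limit on genes, and no doublet caller was run here.

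The table held 1754 columns of cells and 46517 genes beside 92 spike-ins. Of the columns, 1753 carried the name of a labelled cell, and the 1 column with no matching label was not used here. No pair of columns was identical. Counts were found for 30309 genes, and 16208 genes had a count of 0 in every cell, so the minimum expression that the methods describe had not been applied to the rows of the table. Spike-ins took 1.31% of all counts and were left out of library sizes and tests. With spike-ins included, the lowest total was 50066 counts and the lowest number of features was 1512, and the highest number of genes was 9573. The stated limits on counts and genes therefore removed 0 of the 1753 cells. Without spike-ins, 4 cells fell to 50000 counts or below. Mitochondrial genes took more than 10% of the counts in 2 cells, for which the methods set a limit only where necessary. A count of Pdgfra or Pdgfrb was found in 1679 cells, and 74 cells had none of either. All 1753 cells were kept in the comparisons.

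Gene identifiers were matched to GENCODE M21 (GRCm38) for symbols and positions. Of the identifiers, 46005 matched and 512 did not, and the latter were kept under their identifiers.

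Each cell's label gave its cluster number, strain, plate and, for part of the cells, the muscle. Class names followed the study's text: clusters 2 and 9 are perimysial, cluster 4 paramysial, clusters 1, 3, 5, 6 and 8 endomysial, and cluster 10 has no class name. Cluster 7 remained and was treated as mural after its markers had been checked. These terms refer to the connective tissue around bundles of muscle fibres (perimysium), around single fibres (endomysium) and the zone between them. The labels name no animal. The strain label served as the replicate, on the assumption that different labels stand for different mice, and the n of each value below is a number of strains. The label PdgfraGFP - PdgfrbGFP pool covers cells of a pair of reporter lines, and the methods describe a pooling of soleus from a mouse of each line. Whether PdgfrbGFP and the pool share a mouse is not known, so the independence of these labels was not tested. Acta2GFP held 157 cells, C57BL6 373, Cspg4dsRED 181, the pool 412 and PdgfrbGFP 630, with summed counts of 38683348, 130118451, 24948774, 161001420 and 148111440. Mural cells numbered 187, perimysial cells 328, endomysial cells 1116, paramysial cells 60 and cluster 10 cells 62. The muscles had been kept apart for 181 soleus and 231 gastrocnemius cells of the pool and for 115 and 148 cells of PdgfrbGFP.

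Raw counts were summed over the cells of each class within a strain, and a class of a strain entered a comparison with 3 or more cells. The sums were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, and the quasi-likelihood test, and with the strain as a block. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. A second count required an absolute log2 fold change of 2 or more as well. Many counts of genes are given as percent of the genes that passed the filter in the test as designed. This form was chosen after the results were seen, because many counts coincide with numbers typed in the table of samples, and the labels of change come from the counts themselves. The study itself compared single cells with monocle. The block pairs the classes of a strain label. It does not pair plates, since C57BL6, the pool and PdgfrbGFP each lay on more than 1 plate, and in the pool most paramysial cells lay on the soleus plate and most endomysial cells on the gastrocnemius plate. Deviations from the class means correlated within strains at r from 0.00535 to 0.298 across genes over all comparisons. DESeq2 1.42.0 with the same design, and limma 3.58.1 as a library of edgeR, were also used. Other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 7.

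For shares of cells above a threshold, each cell was scaled to 500000 counts and a gene was taken as detected at 100 scaled counts. The study gives a detection threshold of 100 counts per cell and, for its bar plots, a scale of 500000 counts. It does not state that the threshold was applied to scaled counts. Single markers were genes detected in at least 95% of the cells of mural or fibroblast cells and in at most 5% of the other class, averaged over strains with equal weight. The variance of log2 of scaled counts plus 1 was split into a part between and a part within fibroblast clusters after strain means had been removed. The part between clusters was computed for genes with a mean of 5 or more scaled counts. Its median over a gene family, set by patterns of gene symbols (112 extracellular matrix genes, 109 surface receptors, 77 cytoskeletal genes and 274 transcription factors), was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. Distances between classes were 1 minus Pearson r of log2 CPM over genes, compared within strains with an exact two-sided sign-flip permutation test. Shares of cells carry exact Clopper-Pearson 95% intervals. Beside a share of 0 in the report, the limit is instead 3 counts over the number of cells, which is lower than the upper bound of the exact interval. The share of 0 among thinned cells is the exception and carries the exact upper bound. Reads amplified by PCR without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

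Genes named in the text follow a rule. They are genes that the study names for these comparisons and, per comparison, up to 5 genes per direction with the largest change among called genes with a symbol, a mean log2 CPM (counts scaled to a common library size) of 5 or more and the same direction in all strains. Of the former only those bearing on a comparison are given, a choice made with the values at hand. Classes were checked with marker genes for fibroblast, mural, perimysial and paramysial cells and cluster 10. Further lists covered slow fibre, fast fibre, Y-linked, X-inactivation, dissociation response, endothelial, immune, Schwann and myofibre transcripts. A list of imprinted transcripts was added after some of its members had been seen among the leading genes of cluster 4.

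The tests were tried on simulated counts in which 200 genes were changed by a log2 fold change of 2, 4 or 6. At a log2 fold change of 2, edgeR recovered 1.61% of the changed genes for mural against fibroblast cells, 21.1% for perimysial against endomysial, 1.75% for paramysial against endomysial, 0% for paramysial against perimysial, 1.56% for cluster 10 against endomysial and 18.0% for cluster 9 against cluster 2. At 4 the recovered shares were 45.5%, 68.4%, 31.4%, 20.0%, 14.5% and 51.6% in the same order, and at 6 they were 75.0%, 77.8%, 57.9%, 41.3%, 40.3% and 72.0%. In these comparisons 1 to 6 unchanged genes were called. For soleus against gastrocnemius the recovered shares were 32.8%, 64.7% and 80.3%, and 14 of 135 called genes were unchanged ones. The sizes of 4 and 6 were added after the first trial had recovered few changes of 2. Absence of a call therefore says little about changes of that size.

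Alternatives fixed before the data were examined were RLE size factors, no filter on low counts, DESeq2, no block, the plate as the unit, 10 or more cells per sum, cells weighted alike, and leaving out each strain, beside other thresholds for the measures without a test. Equal numbers of cells per class were added later, by drawing as many endomysial or perimysial cells as paramysial ones within a strain. The edgeR and DESeq2 tests of this kind used a single draw. For the test against perimysial cells the pool held only 36 perimysial for 46 paramysial cells, and all 36 were used. Genes with exons shared with another gene or an antisense gene are given as uncertain where the overlap is large, which was judged with the values at hand. Expression tables of other organs and the reads themselves were not used here.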

Results

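Single-cell transcriptomes of fibroblasts and mural cells from mouse skeletal muscle were measured as read counts per gene. The labels described 1753 cells, each a sample of its own, in 10 clusters and 5 strain labels on 8 plates. PdgfrbGFP gave 630 of these cells, and the others came from Acta2GFP, C57BL6, Cspg4dsRED and the PdgfraGFP - PdgfrbGFP pool. C57BL6 is a common inbred strain, and the other labels name lines that carry a fluorescent reporter under the control of the gene in the name. Depth ranged from 46097 to 1055869 counts per cell, with a median of 258251 counts and of 4461 genes. The median was lowest in Cspg4dsRED, at 121646 counts and 2283 genes. It was 179700 counts in Acta2GFP, 211485 in PdgfrbGFP, 332916 in C57BL6 and 367563 in the pool. All cells together held 502863433 counts.

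The classes differed in size and depth. Endomysial cells numbered 1116 with a median of 276881 counts, cluster 10 cells 62 with 187616 and paramysial cells 60 with 595321. The medians of perimysial and mural cells were 257230 and 156959 counts. Strains contributed unevenly. Of the mural cells, 56 came from Acta2GFP, 9 from C57BL6, 74 from Cspg4dsRED, 11 from the pool and 37 from PdgfrbGFP. Of the paramysial cells, 46 came from the pool, and the other strains gave 6, 3, 1 and 4. Cluster 10 held 37 cells of Cspg4dsRED, 17 of the pool and 8 of PdgfrbGFP, and 0 cells of Acta2GFP and C57BL6. All classes were defined by clusters that the authors had made from these same counts, so genes that differ between them describe the clustering and are not independent evidence for it.

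Marker genes were checked first, as the share of cells with 100 or more counts per 500000, averaged over strains. Pdgfra passed this level in 53.95% of fibroblasts and in 0% of mural cells, where 3 counts of the total would allow a share of up to 1.60%, Lum in 73.5% and 2.14%, and Cd34 in 78.1% and 1.07%. Col1a1 and Dcn were less exclusive, at 98.95% and 100% of fibroblasts but 41.3% and 65.3% of mural cells. Myh11 passed it in 90.8% of mural cells and 0.754% of fibroblasts, Notch3 in 70.4% and 1.83%, Mcam in 75.3% and 0.1672%, and Rgs5 in 30.6% and 0.4459%. Tnmd was found in 98.7% of perimysial and 3.30% of endomysial cells, Postn in 87.5% of paramysial and 9.19% of endomysial cells, and Ngfr in 59.6% of cluster 10 and 0.99% of endomysial cells. Among the 10 leading genes of each cluster, clusters 4, 7 and 10 had markers of their own class, and the other clusters had no marker of any class, so this check says nothing about them.

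**Figure D1:**
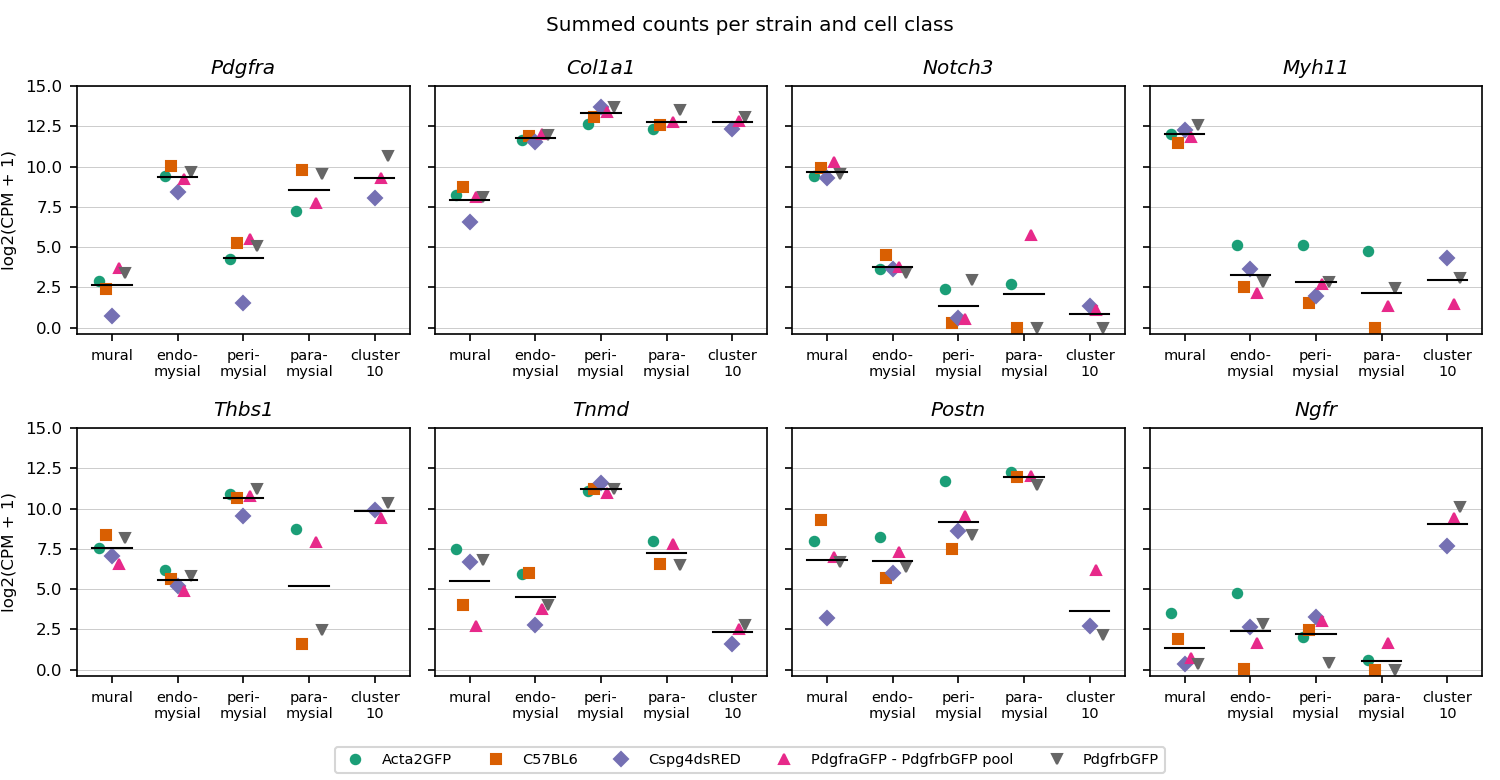
Log2 of CPM plus 1 for 8 marker genes in 5 cell classes. Each symbol is the summed counts of the cells of 1 strain, and the horizontal line is the mean over strains. Notch3 and Myh11 were highest in mural cells, Tnmd in perimysial cells, Postn in paramysial cells and Ngfr in cluster 10. This held in every strain with a symbol for the class named. Cspg4dsRED has no paramysial symbol, and Acta2GFP and C57BL6 have none for cluster 10.

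Mural cells were then compared with all fibroblasts, to find the genes that separate these populations. In 5 strains, 2140 of 13880 genes were called by edgeR's quasi-likelihood test, 854 higher and 1286 lower in mural cells. With a log2 fold change of 2 or more as well, 1704 remained. The direction was the same in all strains for 2084 of the called genes. The median log2 fold change over all genes tested was −0.46. DESeq2 moved the count most, from 15.4% of the genes tested to 31.2%, which is 4336 genes. Without PdgfrbGFP it was 8.86%, or 1230 genes.

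Notch3 (ENSMUSG00000038146, chromosome 17, 32120820 to 32166852 in GRCm38) stood at 9.67 ± 0.31 log2 CPM (counts scaled to a common library size) in mural cells and 3.37 ± 0.56 in fibroblasts (mean ± SD, n = 5 strains). Its log2 fold change was 6.46, in 5 of 5 strains, with an adjusted p of 2.6e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Myh11 (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372) reached 12.03 ± 0.48 against 3.00 ± 1.46. Acta2, Tagln, Des, Rgs5 and Mcam were called as well, with log2 fold changes between 4.56 and 9.05. Tagln remains uncertain, since 62.4% of its exonic bases overlap an antisense gene in the annotation. Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) was lower in mural cells, at 2.19 ± 1.502 against 8.90 ± 0.53. Col1a1, Lum, Cd34, Dcn and Fbln1 were lower by log2 fold changes between −6.00 and −4.06, each in 5 of 5 strains. The largest increases among called genes belonged to Crhr2, Hcrtr1, Olfr78, P2rx1 and Mrgprh, at 10.38 to 11.26. Olfr78 shares 15.3% of its exonic bases with Olfr560 and is uncertain. The largest decreases were those of Cyp2f2, Col11a1, Ptgfr, Pthlh and Clec1a, at −8.08 to −6.95.

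Genes often used for mural cells behaved differently. Pdgfrb was higher in mural cells in 5 of 5 strains by a log2 fold change of 1.08, and the difference did not pass the test (adjusted p 0.099, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed with the plate as the unit, at 1.08, and without Cspg4dsRED, at 1.37. Cspg4 was called at 2.33 and was no longer called without the block, at 1.70. The sort took cells by Pdgfra, Pdgfrb, Acta2 or Cspg4, so differences of these genes hold among sorted cells only. In Cspg4dsRED endomysial cells stood at 8.68 log2 CPM of Cspg4, against 5.99 in the pool and in PdgfrbGFP. Kcnj8 was not called at 4.41, higher in 4 of 5 strains, and was called by DESeq2 at 4.49 and without the block at 5.51. Anpep was lower in 4 of 5 strains by a log2 fold change of −2.53 and was not called, whereas DESeq2 called it at −2.49, the plate as the unit at −3.52, and the test without C57BL6 at −3.21.

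A further question was whether a single gene can separate these classes. Igfbp6 alone met the criterion, detected in 2.18% of mural cells and 98.98% of fibroblasts. The nearest others were Tagln at 95.2% and 5.203%, Mmp2 at 6.05% and 98.6%, Serpinf1 at 7.57% and 99.3%, and Myh11 at 90.8% and 0.754%. Limits of 90% and 10% moved the count most, to 5 genes, which were these. With detection at 20 scaled counts the count was 0, so Igfbp6 no longer met the criterion. Without the pool the count was 4, and without Acta2GFP it was 2.

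The gene families that vary between fibroblast clusters were compared over 9988 genes. In the median extracellular matrix gene clusters held 0.169 of the variance within strains, against 0.0278 in random lists matched on expression, of which 95% lay between 0.0212 and 0.0358. The median was 0.0383 for surface receptors, 0.0336 for cytoskeletal genes and 0.00966 for transcription factors. The matrix, receptor and cytoskeletal families lay at percentile 100 of their random lists and the transcription factors at percentile 0. Computed in each strain apart, the values lay between 0.172 and 0.252 for matrix genes (SD 0.0367, n = 5 strains) and between 0.0177 and 0.0646 for transcription factors (SD 0.0197), all above the medians over all strains. This share of variance rises with fewer cells even without a difference, and it was not corrected for cell number. The transcription factor values were highest in Acta2GFP and Cspg4dsRED, the strains with fewest cells, and lowest in PdgfrbGFP, with most. They therefore do not compare strains. Genes with a mean of 50 or more scaled counts gave 0.217 for the matrix and 0.0504 for transcription factors, the latter now at percentile 98.96. There the cytoskeletal genes fell to percentile 81.25 and the receptors to percentile 91.26, both within the range of 95% of their random lists. Within endomysial clusters only, matrix genes fell to 0.0769, still at percentile 100, and cytoskeletal genes to 0.00992, at percentile 85.4. Receptors fell to 0.0176 there, still at percentile 100. Transcription factors fell to 0.00489, at percentile 4.33 and within the range of 95% of their random lists.

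Perimysial cells were compared with endomysial cells to describe their expression of tendon and matrix genes. Of 14121 genes, 787 (5.57%) were called in 5 strains, 460 of them lower in perimysial cells and the remainder higher, and 582 passed the size criterion too. The median of all genes was −0.19. With DESeq2 the count was 2068, and with the plate as the unit 1294. The called share was 2.80% without C57BL6, 3.09% without the pool, 3.02% without PdgfrbGFP and 10.03% without Cspg4dsRED. Thbs1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) was at 10.66 ± 0.53 in perimysial and 5.47 ± 0.50 in endomysial cells, with a log2 fold change of 5.22 in 5 of 5 strains and an adjusted p of 0.00011 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thbs4 (ENSMUSG00000021702, chromosome 13, 92751590 to 92794818) was at 13.06 ± 0.61 against 8.97 ± 0.89, with the smallest difference in Acta2GFP. Col12a1, Tnmd, Col11a1 and Scx were higher by log2 fold changes of 4.92, 6.86, 8.02 and 8.57. Pdgfra was lower by a log2 fold change of −4.87, Cd34 by −2.74, Lum by −2.71 and Col3a1 by −1.996. Dcn differed by 0.16, higher in 3 of 5 strains, and was not called. The largest increases were those of Shisal2b, Insc, Gm525, Col2a1 and Uts2r, at 9.06 to 9.36, and the largest decreases those of Cadm3, Rtn1, Cyp2f2, Prokr1 and Vldlr, at −7.21 to −6.73.

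Paramysial cells were compared with both neighbours, to ask how they differ and which they resemble more. Against endomysial cells, in 4 strains, 14 of 14533 genes were called, 11 higher and 3 lower, and 11 passed the size criterion. The median over all genes tested was −0.86. It was −0.18 without the block and 0.18 with equal numbers of cells, where 8537 genes were tested. DESeq2 called 786 genes, 40 higher and 746 lower. With the plate as the unit the count was 26. Without the block it was 8. With as many endomysial as paramysial cells in each strain edgeR called 2 genes. Leaving out Acta2GFP gave 64 calls and leaving out C57BL6 30. Leaving out PdgfrbGFP left 6 genes past the size criterion.

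Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) was at 11.88 ± 0.26 in paramysial and 6.93 ± 1.14 in endomysial cells (n = 4 strains), a log2 fold change of 5.07 in 4 of 4 strains with an adjusted p of 0.000406 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Thbs4 was higher by 3.39, Ddah1 by 6.93, Col8a1 by 3.30 and Mfap4 by 2.46. Ccl11, Myoc and Timp3 were lower, at −3.01, −2.76 and −2.13. Timp3 overlaps the exons of the antisense gene Syn3 over 21.3% of its exonic bases. With equal numbers of cells edgeR no longer called Postn, at 6.74, nor Thbs4, Ddah1, Mfap4, Ccl11, Myoc and Timp3. Equal numbers rest on a single draw, with 6 endomysial cells of Acta2GFP, 3 of C57BL6 and 4 of PdgfrbGFP. DESeq2 with equal numbers of cells lost only Mfap4 among these, at 1.74. Without the block the calls of Thbs4, Ddah1, Mfap4 and Timp3 were lost. The plate as the unit lost Col8a1, at 2.79, and DESeq2 lost Timp3, at −2.03. The call of Ddah1 was lost also without a filter on low counts and with cells weighted alike, at 6.81 and 6.87. Without PdgfrbGFP those of Ddah1, Col8a1, Mfap4 (2.30 there) and Timp3 were lost. Without the pool the calls of Ddah1 and Timp3 were lost, and without Acta2GFP that of Ddah1. C1qtnf3 and Cthrc1, which the study names for paramysial cells, were higher by 5.00 and 6.09 and were not called. Nor was Tnc, higher by 5.60, which the study names among perimysial genes. C1qtnf3 was higher in 3 of 4 strains, with 1 count in the PdgfrbGFP cells, and was called without PdgfrbGFP, at 5.95. It was called with equal numbers of cells too, at 6.79. Cthrc1 was called without Acta2GFP, at 4.94, and Tnc without C57BL6, at 6.11, with RLE size factors, at 5.70, and without the block, at 5.51. DESeq2 called C1qtnf3, Cthrc1 and Tnc, at 5.08, 6.18 and 5.70.

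Against perimysial cells, 0.871% of 12861 genes were called in 4 strains, 49 higher and 63 lower in paramysial cells, and 95 passed the size criterion. The median over all genes was −0.70. It was −0.19 without the block and 0.22 in the draw towards equal numbers of cells, where 8245 genes were tested. DESeq2 gave 1093 genes or 8.50%, the test without a filter on low counts 1.75% of the genes that pass the filter, and the draw towards equal numbers of cells 36 genes, although the pool kept 46 paramysial against 36 perimysial cells in it. Without the pool 60 genes were called and without PdgfrbGFP 69. Tnmd (ENSMUSG00000031250, chromosome X, 133850980 to 133865577) was at 7.10 ± 0.81 in paramysial and 11.23 ± 0.17 in perimysial cells, a log2 fold change of −3.99 in 4 of 4 strains (adjusted p 0.00142, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col11a2 and Wif1 were lower by −8.67 and −9.45, Matn4 by −10.89 and Gm525 by −10.31. Egfl6 had 1 count in all paramysial cells and 13832 in perimysial cells, and Nt5e had 2 and 14189. Col3a1, Lum and Pdgfra were higher by 2.85, 2.89 and 3.53. Sult5a1, Ifi203, F2rl1, Eln and Fhl2 led the increases, at 5.40 to 6.66. Ifi203 belongs to a family of similar genes in a cluster and overlaps Mndal, so its counts are uncertain. Thbs4 was lower by −0.65 in 4 of 4 strains and not called, but was called without a filter on low counts, at −0.79. Postn was higher by 2.63 in 4 of 4 strains and not called, but was called without Acta2GFP, at 3.25, by DESeq2, at 2.69, and without a filter, at 2.502. Without PdgfrbGFP the calls of Pdgfra, Sult5a1, Ifi203, F2rl1, Fhl2 and Egfl6 were lost, without the pool those of Ifi203, Egfl6 and Gm525, and without Acta2GFP those of Ifi203 and Gm525. Equal numbers of cells lost Col3a1, Pdgfra, Sult5a1 and Ifi203 under edgeR, while these stayed called under DESeq2. The plate as the unit lost F2rl1 and Egfl6, at 4.93 and −9.14, and F2rl1 was lost without the block too, at 4.76.

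Changes of perimysial and paramysial cells against the same endomysial libraries correlated across 14377 genes at Pearson r 0.338 and Spearman rho 0.252. Genes are not independent replicates. Unchanged groups simulated against simulated endomysial libraries gave r between 0.458 and 0.488 in 20 runs. All of these were drawn with the spread fitted for paramysial against endomysial cells, where most paramysial sums held few cells. That spread need not be the one of the endomysial sums, so the runs do not decide whether 0.338 goes beyond the shared libraries. In the observed fit of 4 strains 541 genes were called higher in perimysial and 11 in paramysial cells, and 8 were higher in both. The overlap that chance gives for lists of these sizes was not computed.

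The distance from paramysial cells, as 1 minus Pearson r over 15233 genes, was 0.287 ± 0.106 to endomysial and 0.353 ± 0.0828 to perimysial cells (n = 4 strains). It was longer to perimysial cells in 4 of 4 strains, by 0.0657 ± 0.0301. The exact two-sided sign-flip permutation test gave p = 0.13, the smallest that 4 strains allow. The 2000 most variable genes gave 0.123, and equal numbers of cells gave 0.0283 ± 0.0133, again in 4 of 4 strains. Counts of called genes do not rank these distances, since they also depend on cell numbers.

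**Figure D2:**
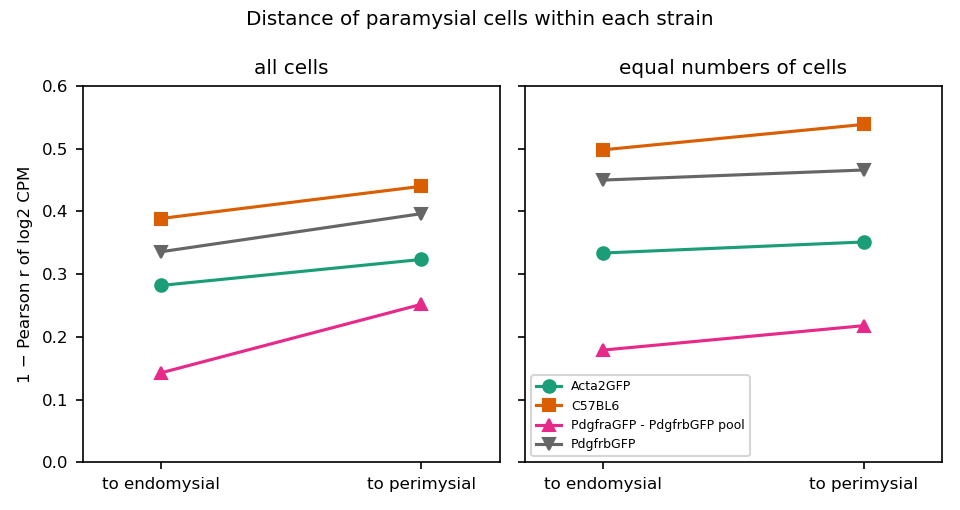
Distance (1 minus Pearson r of log2 CPM, no unit) from paramysial to endomysial and to perimysial cells. Each line is 1 of 4 strains, with all cells on the left and with equal numbers of cells on the right, and every line rises towards perimysial cells, by 0.0657 on average on the left and 0.0283 on the right.

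Cells of soleus and gastrocnemius, a slow and a fast muscle of the calf, had been collected apart in a pair of strains, which allowed the share of paramysial cells to be compared. In the pool, 45 paramysial cells made up 24.9% of soleus cells (exact binomial 95% interval 18.7 to 31.8%), and 1 cell made up 0.433% of gastrocnemius cells (0.011 to 2.39%). In PdgfrbGFP 3 cells made up 2.61% of soleus cells (0.541 to 7.43%), and 0 paramysial cells were found in gastrocnemius, which allows a share of up to 2.03%. The intervals of the muscles were apart in the pool and overlapped in PdgfrbGFP. Median depth was 501274 and 292340 counts in the pool and 164434 and 134244 in PdgfrbGFP, for soleus and gastrocnemius in turn. No test across strains was made, because a pair of strains cannot give an exact p under 0.05. In the pool the muscles lay on different plates, so muscle and plate cannot be separated there. Of endomysial and paramysial cells only, the shares were 29.4% and 0.513% in the pool and 3.23% and 0% in PdgfrbGFP, the last of which allows up to 2.68%.

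**Figure D3:**
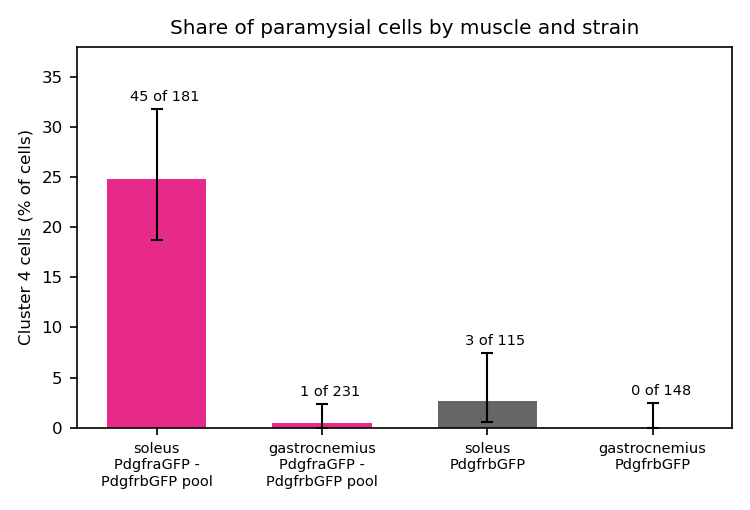
Paramysial cells as percent of all cells of a muscle, for 2 strain labels. Bars are single shares with exact 95% binomial intervals, and the numbers above them are cells. The share was 24.9% in soleus of the pool and at most 2.61% elsewhere.

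Endomysial cells of soleus and gastrocnemius were compared in the same pair of strains. None of 16337 genes was called by edgeR's quasi-likelihood test, with 807 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.967 with Benjamini-Hochberg adjustment. DESeq2 called 0.704% of them, 42 higher and 73 lower in soleus.

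Cluster 10, which the study describes by its expression of Cspg4, Pdgfra and Ngfr, was compared with endomysial cells in 3 strains. Of 12455 genes 55 were called, 33 higher and 22 lower, and 54 passed the size criterion. The median of all genes was −0.41, and it was −0.27 with RLE size factors and −0.52 with cells weighted alike, so the changes below are relative to these values. DESeq2 moved the count most among the settings with all 3 strains, to 1005 genes or 8.07%, and the test without a filter gave 2.20% against 0.442% as designed. Without PdgfrbGFP, whose cluster 10 cells numbered 8, edgeR called 0 genes, with 803 at an unadjusted p under 0.05. Without Cspg4dsRED the called share was 1.73% and without the pool 0.875%. Ngfr (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735) was at 9.05 ± 1.00 in cluster 10 and 2.06 ± 0.87 in endomysial cells, with a log2 fold change of 7.17 in 3 of 3 strains and an adjusted p of 0.0187 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called with cells weighted alike, at 6.77, or without PdgfrbGFP, at 6.93. Cspg4 was higher by 1.47 in 3 of 3 strains and Pdgfra by 0.33 in 2 of 3, and neither was called. Without PdgfrbGFP the log2 fold change of Pdgfra was −0.04. Pdgfra was expressed in cluster 10, at 8.03 log2 of CPM plus 1 in Cspg4dsRED, 9.26 in the pool and 10.64 in PdgfrbGFP. Endomysial cells stood at 8.41, 9.20 and 9.66 in the same order. The Cspg4 difference was 0.38 in Cspg4dsRED, whose endomysial cells had also been sorted on the Cspg4 reporter. It was 1.66 in the pool and 2.04 in PdgfrbGFP. DESeq2 called Cspg4, at 1.60. Thbs1 was higher by 4.74, Thbs4 by 1.95, and Fbln1 was lower by −6.48. A2m, Ccl9, Spp1, Cyp2s1 and Sox8 led the increases, at 7.25 to 11.08. Igfbp3, Cfb, Anxa8, Gdf10 and Pcsk6 led the decreases, at −7.90 to −7.18. Cfb shares 79.5% of its exonic bases with Gm20547 and Spp1 18.75% with Gm42793, so both are uncertain. Cells weighted alike lost the calls of Thbs4, Cyp2s1, Igfbp3 and Pcsk6, the test without the block those of Thbs4 and Pcsk6, and RLE size factors that of Igfbp3. All of these calls were lost without PdgfrbGFP, and that of Ccl9 without the pool as well.

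Diversity within the perimysial class was examined by comparing cluster 9 with cluster 2 in 4 strains. Of 11843 genes 0.920% were called, 43 higher and 66 lower in cluster 9, and 71 passed the size criterion, with a median of −0.12 over all genes. DESeq2 gave 857 (7.24%), the test without a filter 2.91% and the plate as the unit 41 (0.346%). The count was 50 without Acta2GFP, 35 without C57BL6, 35 without the pool and 38 without PdgfrbGFP. Wif1 (ENSMUSG00000020218, chromosome 10, 121033960 to 121100650) was at 1.21 ± 1.49 in cluster 9 and 9.20 ± 0.93 in cluster 2, a log2 fold change of −7.84 in 4 of 4 strains with an adjusted p of 0.00232 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col22a1 (ENSMUSG00000079022, chromosome 15, 71795795 to 72034227) was at 9.81 ± 0.21 against 3.58 ± 2.39, and was called in the full set but not without Acta2GFP, C57BL6 or PdgfrbGFP. Rflnb was higher in cluster 9 by 2.95 and Postn by 5.66. Chodl was higher by 1.18 in 4 of 4 strains and was not called, but DESeq2 called it at 1.23. Tnmd and Thbs4 differed by −0.44 and −0.55 and were not called, but without a filter on low counts they were, at −0.50 and −0.61, and so was Chodl, at 1.12. Reln, Heyl and Ucp2 were among the largest increases, at 4.93 to 6.402, and Lepr and Pla2g5 among the largest decreases, at −9.15 and −9.12. Faim2 had 0 counts in cluster 9 and 7054 in cluster 2 and was at least 674-fold lower, against a floor of 3 counts over the group. Egfl6 had 2 counts in cluster 9 and 13830 in cluster 2, and Itga2 had 3 and 3031. The plate as the unit lost the call of Ucp2, at 4.44, and cells weighted alike those of Pla2g5 and Itga2. The calls of Heyl, Faim2, Pla2g5 and Itga2 were lost whenever Acta2GFP, C57BL6, the pool or PdgfrbGFP was left out.

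The composition of the mural cluster was described last. Of its cells, 98.4% had Acta2 or Myh11 at 100 or more scaled counts (exact binomial 95% interval 95.4 to 99.7%). The other 3 cells, 1.60% (0.332 to 4.62%), had Rgs5 or Kcnj8 at that level without either gene. They were 1 of 9 cells of C57BL6 and 2 of 11 cells of the pool. At a threshold of 20 scaled counts 1 cell remained, 0.535%. Acta2GFP gave 56 of the mural cells, which had been sorted on the Acta2 reporter, and all 56 had Acta2 or Myh11. The study also describes a low capture of pericytes from skeletal muscle. The shares therefore describe the captured cells and not the mural cells of the muscle.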

Values the study reported

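The study reported 6158 single-cell transcriptomes over 4 organs, of which 1754 came from skeletal muscle. The cells came from 24 male mice. Across the organs it described about 10 pericytes captured from skeletal muscle.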

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

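The test on the sorting of Cspg4 reporter cells was chosen only after its result had been seen, and so were the counts over other splits of the samples.

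Values of single strains were compared with those of the other strains wherever 4 or 5 strains gave a value, by the gap of the highest or lowest strain to its neighbour. A gap this large arises by chance in about 1 in 20 groups, so some of the 10 cases below are expected without any cause. Strain labels are not groups of the design, and no biological explanation was tested for them.

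Cluster 10 made up 20.44% of the cells of Cspg4dsRED (37 cells, exact binomial 95% interval 14.8 to 27.1%), and between 0% and 4.13% of the cells of the other strains. Sorting on the Cspg4 reporter is a candidate explanation, since it would gather cells that express Cspg4. In strains sorted otherwise, the log2 difference of Cspg4 between cluster 10 and endomysial cells was 1.66 in the pool and 2.04 in PdgfrbGFP. Cspg4 is among the genes by which the study describes cluster 10, so these values restate the cluster and leave the explanation open. In Cspg4dsRED itself it was 0.38, where endomysial cells stood at 8.68 log2 CPM, against 5.99 in the pool. All cells of Cspg4dsRED lay on a single plate, and its median depth was the lowest of the strains, so plate and depth stay open as well.

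Among mural cells against fibroblasts, the log2 difference of Mcam was 12.54 in C57BL6 and between 6.86 and 8.42 in the other strains. The fibroblasts of C57BL6 held 10 counts of Mcam in all, and its mural cells numbered 9, so the value rests on few counts. Dcn was lower in mural cells of Cspg4dsRED by a log2 difference of −6.583, and by −4.03 to −3.39 elsewhere. No explanation of this was tested.

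Among perimysial against endomysial cells, the log2 difference of Thbs4 was 2.474 in Acta2GFP and between 4.25 and 4.71 in the other strains. The endomysial cells of Acta2GFP stood at 10.16 log2 CPM. Col3a1 differed by −2.513 in C57BL6 and by −1.93 to −1.81 in the other strains. Neither was tested further.

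For paramysial cells few cells stood behind most strains. C1qtnf3 differed from endomysial cells by −3.134 in PdgfrbGFP, where 4 paramysial cells held 1 count, and by 5.38 to 6.26 in the other strains. Col8a1 differed by 4.849 in C57BL6, with 3 paramysial cells, and by 2.60 to 2.82 elsewhere. Against perimysial cells, Sult5a1 was higher by 5.123 in the pool and by 6.81 to 6.91 elsewhere. Egfl6 differed by −4.994 in Acta2GFP, with 1 count in paramysial cells, and by −11.87 to −10.88 elsewhere. In cluster 9 against cluster 2, Egfl6 differed by −11.02 in the pool, with 0 counts in cluster 9, and by −9.61 to −9.37 elsewhere. Values from 0 or 1 count depend on the prior count, and their size is not a bound.

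Other splits of the same sums asked whether chance can give as many called genes. For mural against fibroblast cells 1 of 100 drawn splits gave as many, the real one. For perimysial against endomysial cells 6 of 100 did, the real one included. The 5 others parted the classes of Cspg4dsRED only and left those of the other strains together, and among the 11 splits that parted every strain only the real one gave as many. For paramysial against endomysial, paramysial against perimysial and cluster 9 against cluster 2 it was 1 of 35 each, of which 32 could be fitted. For cluster 10 against endomysial cells it was 1 of 10. Most of the splits leave strains unparted, and with the strain as a block they are fits of another form. Those that part every strain, 11 drawn for mural and for perimysial cells, 8 for each comparison with 35 splits and 4 for cluster 10, are too few to give a share under 0.05. These counts therefore neither exclude chance nor speak for it in any of the 6 comparisons. The clusters had been made from the same counts, which favours the real split as well.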

How the results depend on the processing

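Equal numbers of cells per class, under edgeR and under DESeq2, were chosen after the results were seen, and the other settings below were not. Both tests with equal numbers rest on a single draw of cells.

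Counts of called genes are given as percent of the genes that passed the filter in the test as designed, with those also past the size criterion in parentheses. As designed these were 15.4% (12.3%) for mural against fibroblast cells, 5.57% (4.12%) for perimysial against endomysial, 0.0963% (0.0757%) for paramysial against endomysial, 0.871% (0.739%) for paramysial against perimysial, 0.442% (0.434%) for cluster 10 against endomysial and 0.920% (0.5995%) for cluster 9 against cluster 2. Only changes by more than 1.5 times are listed, and the cause was not tested unless given.

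With the DESeq2 Wald test the values were 31.2% (23.6%), 14.6% (9.48%), 5.41% (5.41%), 8.50% (8.39%), 8.07% (7.34%) and 7.24% (5.39%) in that order, and 0.704% (0.575%) for soleus against gastrocnemius, where edgeR called 0 genes with 807 at an unadjusted p under 0.05. With the plate as the unit perimysial against endomysial cells gave 9.16%, paramysial against endomysial 0.179%, cluster 10 0.891% (0.803%) and cluster 9 0.346% (0.228%). With no low-count filter paramysial against perimysial cells gave 1.75% (1.35%), cluster 10 2.20% (1.76%) and cluster 9 2.91% (1.60%). With RLE size factors paramysial against endomysial cells gave 0.117% past the size criterion.

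With no replicate block, that is without the paired strains, paramysial against endomysial cells gave 0.0550%, and past the size criterion paramysial against perimysial cells gave 1.17% and cluster 9 gave 0.912%. It moved no other count of calls by more than 1.5 times, and of the gene values named it left 8 no longer past the threshold and brought 2 past it.

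With 10 or more cells per sum cluster 10 gave 0% (0%), by edgeR with 803 genes at an unadjusted p under 0.05, and cluster 9 0.296% (0.270%). This setting leaves fewer strains, which for cluster 10 removes PdgfrbGFP, and both comparisons of paramysial cells could not be fitted. With cells weighted alike cluster 10 gave 0.265% (0.265%). With equal numbers of cells per class, or nearly so for the perimysial cells of the pool, paramysial cells gave 0.0138% (0.0138%) against endomysial and 0.280% (0.280%) against perimysial cells, and with DESeq2 1.18% (1.15%) and 3.07% (3.01%).

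Leaving out each strain in turn gave 8.86% to 16.3% (7.62% to 12.1%) for mural, 2.80% to 10.03% (2.32% to 6.56%) for perimysial against endomysial, 0.0688% to 0.440% (0.0413% to 0.317%) for paramysial against endomysial, 0.467% to 0.918% (0.459% to 0.816%) for paramysial against perimysial, 0% to 1.73% (0% to 1.42%) for cluster 10 and 0.296% to 0.422% (0.253% to 0.329%) for cluster 9. The 0% was without PdgfrbGFP and 1.73% without Cspg4dsRED. Leaving out C57BL6 gave the 2.80% and leaving out Cspg4dsRED the 10.03%.

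The number of single markers, 1 as designed, was 5 with limits of 90% and 10%, 0 with detection at 20 scaled counts, and 2 with cells thinned to 50000 counts and detection at 10. Leaving out each strain gave 1 to 4. In genes at a mean of 50 or more the family median was 0.217 for extracellular matrix and 0.0504 for transcription factors. Within endomysial clusters only it was 0.0769 for extracellular matrix, 0.00992 for cytoskeleton, 0.0176 for receptors and 0.00489 for transcription factors. Leaving out each strain gave 0.159 to 0.181 for extracellular matrix, 0.0103 to 0.0146 for transcription factors, 0.0312 to 0.0380 for cytoskeleton and 0.0343 to 0.0432 for receptors, and 0.0512 to 0.0738 for the difference of distances.

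Among 1222 values of the named genes under alternatives, 1085 kept their direction and side of the threshold and 30 came past it. No longer past it were 52 on leaving out a strain, of which 29 were without PdgfrbGFP, and 53 in the other settings, of which 18 were with 10 or more cells per sum, which drops strains as well. The direction of Pdgfra in cluster 10, which was not called, reversed to −0.0365 with 10 or more cells per sum and to the same value without PdgfrbGFP, since both leave the same libraries. Leaving out each strain gave −0.0365 to 0.54 for it. Median depth was lowest in mural cells and cluster 10 among the classes and in Cspg4dsRED among the strains, so genes of low expression were least detectable there.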

Other observations

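All tests of explanations below were chosen after their results had been seen, except the test of slow and fast fibre transcripts with the full list, and those on imprinted transcripts in free RNA and in every strain, on thinned cells and on Pdgfrb were revised after a first value had been seen.

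Muscle fibre transcripts were found in sorted cells, at a mean of 646.9 CPM for the slow list in mural cells, 189.7 in paramysial, 122.6 in perimysial, 99.29 in endomysial and 63.17 in cluster 10 cells. The medians were 473.0, 83.05, 4.268, 6.637 and 0 in the same order. The fast list stood at means of 43.38, 93.91, 88.11, 96.81 and 21.69 and medians of 0, 3.788, 0, 3.939 and 1.576. A list of further myofibre transcripts stood at means of 104.1, 446.7, 134.8, 179.8 and 44.9 and medians of 36.91, 53.56, 3.584, 7.979 and 5.704. Free RNA from the dissected muscle is a candidate source. It predicts a larger slow share in soleus than in gastrocnemius in every class, and with the full list the share was higher in 6 of 8 groups of class and strain. This leaves the explanation undecided, because Atp2a2 made up 91.95% of the slow counts and could come from the sorted cells themselves. Without Atp2a2 the slow share was higher in soleus by 34.69 percentage points in the pool and 22.48 in PdgfrbGFP, in the predicted direction. Paramysial cells of the pool went the other way, by −68.55 points, with 1 cell in gastrocnemius. Leaving out Atp2a2 was chosen after the result of the full list.

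The share of paramysial cells in soleus was 24.9% in the pool and 2.61% in PdgfrbGFP, and depth could have hidden paramysial cells in PdgfrbGFP. With cells thinned to 50000 counts, Postn, C1qtnf3 and Cthrc1 were detected together in 30.4% of soleus cells of the pool (55 cells, lower 95% bound 23.78%) and in 0% of those of PdgfrbGFP, with an upper 95% bound of 3.16%. Any count was taken as detection here. Of the 45 paramysial soleus cells of the pool, 37 had all 3 genes before thinning. The 55 cells thus include cells of other classes, and 30.4% is not a share of paramysial cells. At equal counts the shares stayed apart, which excludes depth as the cause for cells with this combination. The 3 paramysial soleus cells of PdgfrbGFP lacked it before thinning as well, so whether depth hid further paramysial cells without it stays open. Sorting on Pdgfrb could lose cells low in Pdgfrb, but Pdgfrb was higher in cluster 4 by a log2 fold change of 0.54 in 3 of 4 strains (adjusted p 0.731, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves this open. Plate and mouse cannot be separated from the label.

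Imprinted transcripts were at a mean of 4652 CPM in paramysial cells, of which 46 of 60 came from the pool, 1827 in endomysial, 1804 in cluster 10, 1140 in perimysial and 966.4 in mural cells. The excess lay mainly in the pool, where the sum in soleus was 2779 ± 1612 scaled counts in paramysial cells (mean ± SD over 45 cells) and 1016 ± 530.5 in endomysial cells. In the pool 19 of 26 genes were higher in paramysial cells. In C57BL6 3 paramysial cells were at 1521 ± 773.8 and endomysial cells at 936.3 ± 545.8, while 9 of 26 genes were higher. The other strains showed little or no excess, at 817.4 against 787.3 in Acta2GFP, 613.2 against 884.5 in PdgfrbGFP and 119.3 against 785.7 in Cspg4dsRED, where there was 1 paramysial cell. Free RNA of the soleus preparation was excluded, since endomysial cells carried 2.03% of the excess. Deeper sequencing was excluded too, since 12 endomysial cells at or above the median depth of paramysial cells reached 36.6% of the level. A property of paramysial cells in every strain may still exist, as the highest list median among the 3 other strains with 3 or more paramysial cells was −0.15 but rested on 3 to 6 cells per strain.

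DESeq2 called 746 genes lower in paramysial than endomysial cells. Few cells per paramysial sum may be the source, as with equal numbers of cells it called 84 lower and 88 higher.

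Counts of genes dense in reads rose less with depth than those of sparse genes, by a median slope difference of −0.31 over plates, below 0 in 5 of 5 plates. Removal of duplicate reads, if that is what the methods mean by doublets, may cap abundant genes in this way, and fold changes of such genes could be understated.

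Further lists were recorded by class, in the order mural, paramysial, perimysial, endomysial and cluster 10. Endothelial transcripts were at means of 27.29, 8.689, 14.11, 11.97 and 53.02 CPM, immune transcripts at 36.59, 2.361, 13.89, 3.435 and 6.957, and Schwann cell transcripts at 9.333, 8.025, 7.835, 16.24 and 35.2. Median dissociation response transcripts were at 6627, 4743, 8396, 10420 and 29700 CPM. Y-linked transcripts were at means of 137.1, 139.8, 152.1, 169.2 and 112.6 CPM, and Xist was at 0.0731, 0.0654, 0.0321, 0.409 and 0. Y-linked transcripts were found in 1367 cells and Xist in 34, of which 8 had no Y-linked count.

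A plate with 7 cells of C57BL6, 4 of them mural, held immune counts in all 7 cells, with Lyz2 at 624.8 CPM. In those 4 mural cells Lyz2 was at 1200 CPM, against 28.17 over all mural cells, where the median of the immune list was 0. The other plate of C57BL6 had Lyz2 at 1.83 CPM, and its 5 mural cells held 0 immune counts. Of the 74 cells without a count of Pdgfra or Pdgfrb, 65 were in Cspg4dsRED, 35.9% of its cells. No explanation was tested for either.

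Cells of the mural cluster with Rgs5 or Kcnj8 but neither Acta2 nor Myh11 numbered 3. The definition differs from that of the pericytes counted in the study, so no direction between them is given.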
